# Short-term differential adaptation to anaerobic stress via genomic mutations by *Escherichia coli* strains K-12 and B lacking alcohol dehydrogenase

**DOI:** 10.3389/fmicb.2014.00476

**Published:** 2014-09-09

**Authors:** Hyun Ju Kim, Haeyoung Jeong, Seungwoo Hwang, Moo-Seung Lee, Yong-Jik Lee, Dong-Woo Lee, Sang Jun Lee

**Keywords:** anaerobic condition, alcohol dehydrogenase, adaptation, genomic mutation, *pta* gene, *pflB* gene, redox balance

## Abstract

Microbial adaptations often occur via genomic mutations under adverse environmental conditions. This study used *Escherichia coli* Δ*adhE* cells as a model system to investigate adaptation to anaerobic conditions, which we then compared with the adaptive mechanisms of two closely related *E. coli* strains, K-12 and B. In contrast to K-12 Δ*adhE* cells, the *E. coli* B Δ*adhE* cells exhibited significantly delayed adaptive growth under anaerobic conditions. Adaptation by the K-12 and B strains mainly employed anaerobic lactate fermentation to restore cellular growth. Several mutations were identified in the *pta* or *pflB* genes of adapted K-12 cells, but mostly in the *pta* gene of the B strains. However, the types of mutation in the adapted K-12 and B strains were similar. Cellular viability was affected directly by severe redox imbalance in B Δ*adhE* cells, which also impaired their ability to adapt to anaerobic conditions. This study demonstrates that closely related microorganisms may undergo different adaptations under the same set of adverse conditions, which might be associated with the specific metabolic characteristics of each strain. This study provides new insights into short-term microbial adaptation to stressful conditions, which may reflect dynamic microbial population changes in nature.

## Introduction

Stress has been defined as “any deviation from optimal growth conditions that results in a reduced growth rate” (Storz and Hengge-Aronis, 2000). Sources of bacterial stress include irradiation, heat shock, osmotic pressure, pH changes, starvation, oxygen radicals, aerobic to anaerobic transition, and oxygen deprivation (Patschkowski et al., 2000; Moat et al., 2002b). In addition, imbalances in intracellular metabolites, such as sugar phosphate accumulation (Lee et al., 2014), nucleotide depletion (Lee et al., 2009), and elevated NADPH levels (Auriol et al., 2011) due to the absence of relevant metabolic enzymes, can cause retarded cellular growth, which are also forms of stress.

Microorganisms have evolved a variety of alternative and/or bypass pathways to maintain their metabolic functionality in response to different environmental conditions. Under unfavorable growth conditions, microbes can sustain their viability by activating various biochemical pathways to maintain homeostasis (or the cellular growth rate), where their metabolism may be regulated by two-component systems (Lynch and Lin, 1996; Bekker et al., 2006), sigma factors (Battesti et al., 2011), regulator proteolysis (Mettert and Kiley, 2005; Mika and Hengge, 2005), small RNAs (Durand and Storz, 2010), alarmones (Mechold et al., 2013), and other mechanisms. To cope with severe environmental stress, adaptation can emerge via the acquisition of random mutations, which may be positively selected in a population if the mutations generate a beneficial phenotype (Rando and Verstrepen, 2007).

Recent studies show that mutations beneficial for optimal cell growth can be identified after long-term evolution and adaptation (Barrick et al., 2009; Conrad et al., 2010). Specific mutations such as *rpoC* mutations are found repeatedly after adaptation in minimal growth medium (Conrad et al., 2010), whereas diverse beneficial mutations can be detected in microbial populations that evolve at high temperature (Tenaillon et al., 2012). Efforts have been made to study the evolutionary pathways utilized under stress conditions (such as antibiotic resistance) using continuous culture (Toprak et al., 2012). Time course experiments may also be helpful for elucidating how stress affects microbial populations and when compensatory mutants arise during adaptation to adverse conditions.

Under anaerobic conditions, *Escherichia coli* convert glucose into formate, acetate, ethanol, lactate, and succinate (Clark, 1989; Moat et al., 2002a). The mixed acid fermentation is required to recycle redox cofactors, which can occur via several reactions catalyzed by alcohol or acid dehydrogenases in cells (Figure 1). Alteration or impairment of the redox balance caused by a lack of appropriate electron acceptors, carriers, or redox-related enzymes can result in stress in microbial cells (Gonzalez-Siso et al., 2009). In the absence of alcohol dehydrogenase (encoded by *adhE*), which plays a key role in the maintenance of redox balance via NADH oxidation (or NAD^+^ recycling) under anaerobic conditions, cells experience severe redox-stress during the transition from aerobic to anaerobic conditions (Gupta and Clark, 1989; Galinina et al., 2012). *E. coli* mutant cells that lack the *adhE* gene are unable to grow anaerobically, whereas additional *pta* (phosphotransacetylase) mutations enable *adhE* mutants to grow via lactate fermentation (Gupta and Clark, 1989) (Figure 1).

**Figure 1:**
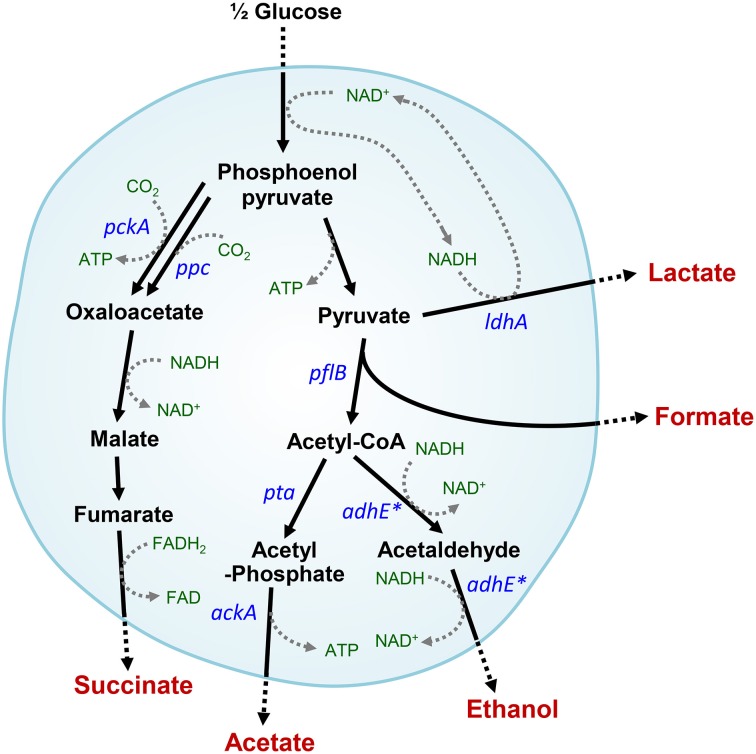
**Intracellular anaerobic NAD^+^ recycling in mixed acid fermentation by lactate dehydrogenase in Δ*adhE* mutant cells**. Metabolic pathways affected by the *adhE* mutation are indicated by asterisks.

In our previous genome-wide analysis of the redox reactions that are important for anaerobic growth (Kim et al., 2013), we serendipitously found that *E. coli* K-12 Δ*adhE* smoothly grew via lactate fermentation in liquid culture under anaerobic conditions. By contrast, BL21(DE3) Δ*adhE* cells exhibited highly delayed anaerobic growth. When fermentation broths of K-12 Δ*adhE* and BL21(DE3) Δ*adhE* strains were respectively taken to regrow in the same fresh broth, growth rates of K-12 Δ*adhE* and BL21(DE3) Δ*adhE* strains were accelerated without any lag periods and comparable to that exhibited by the wild-type strain. The present study examined the different adaptations (genomic mutations and metabolic characteristics) of two closely related *E. coli* strains (K-12 and B) grown under the same stress conditions. This study provides insights into how microbial populations can change rapidly and adapt to adverse environmental conditions via genomic mutations, which might be a common feature of microbial outbreaks and population changes in nature.

## Materials and methods

### Bacterial strains

*E. coli* strains are listed in Table 1. The *E. coli* B (REL606) strain was kindly provided by Richard E. Lenski at Michigan State University. The *E. coli* B strains BL21 and BL21(DE3) were purchased from Promega (Madison, WI) and Invitrogen (Carlsbad, CA), respectively. The *E. coli* K-12 strains, MG1655, BW25113, and W3110 were kindly provided by Sankar Adhya at the NIH, the Coli Genetic Stock Center (CGSC) at Yale University, and Korean Collection for Type Cultures (KCTC) at KRIBB, respectively.

**Table 1:** **Bacterial strains, phages, and plasmids used in this study**.

**Name**	**Relevant genotypes or characteristics**	**Reference or source**
***E. COLI* K-12**		
BW25113	Δ*(araD-araB)567* Δ*lacZ4787(::rrnB-3)* λ^−^ *rph-1* Δ*(rhaD-rhaB)568 hsdR514*	CGSC
MG1655	F^−^ *ilvG rfb*-50 *rph*-1	S. Adhya
W3110	F^−^ λ^−^*rph-1* INV(*rrnD,rrnE*)	KCTC
JW1228^*^	BW25113 Δ*adhE*::FRT-KmR-FRT	Keio collection
JW0883	BW25113 Δ*ycaN*::FRT-KmR-FRT	Keio collection
JW2291	BW25113 Δ*yfbU*::FRT-KmR-FRT	Keio collection
JW1317	BW25113 Δ*tpx*::FRT-KmR-FRT, *fnr^+^*	Keio collection
JW0739	BW25113 Δ*galM*::FRT-KmR-FRT, *modE^+^*	Keio collection
JW0432	BW25113 Δ*ybaV*::FRT-KmR-FRT, *lon^+^*	Keio collection
JW0556	BW25113 Δ*ybcH*::FRT-KmR-FRT, *ompT^+^*	Keio collection
JW1378	BW25113 Δ*ydbK*::FRT-KmR-FRT, *recE^+^*	Keio collection
JW5793	BW25113 Δ*yjjN*::FRT-KmR-FRT, *hsd^K-12^*	Keio collection
JW4128	BW25113 Δ*mutL*::FRT-KmR-FRT	Keio collection
JW2703	BW25113 Δ*mutS*::FRT-KmR-FRT	Keio collection
JW0097	BW25113 Δ*mutT*::FRT-KmR-FRT	Keio collection
JW0886	BW25113 Δ*pflB*::FRT-KmR-FRT	Keio collection
JW2294	BW25113 Δ*pta*::FRT-KmR-FRT	Keio collection
HK108	BW25113 Δ*adhE*::FRT	This study
HK104	MG1655 Δ*adhE*::FRT-KmR-FRT	This study
HK256	W3110 Δ*adhE*::FRT-KmR-FRT	This study
HK185^*^	JW1228 *pta* (C1870A substitution)	This study
HK187	JW1228 *pta* (G1780A substitution)	This study
HK188^*^	JW1228 *pflB* (IS4 insertion at promoter)	This study
HK183	BW25113 Δ*adhE*::FRT *pflB* (G1105A)	This study
HK155	BW25113 Δ*adhE*::FRT *pta* (C2074T)	This study
HK414	BW25113 Δ*adhE*::FRT *pflB* (G1105A) Δ*ycaN*::KmR	This study
HK427	BW25113 Δ*adhE*::FRT *pta* (C2074T) Δ*yfbU*::KmR	This study
HK235	BW25113 Δ*adhE*::FRT Δ*pflB*::FRT-KmR-FRT	This study
HK227	BW25113 Δ*adhE*::FRT Δ*pta*::FRT-KmR-FRT	This study
***E. COLI* B**		
BL21(DE3)	F^−^ *ompT gal dcm lon hsdSB*(r^−^_B_ m^−^_B_) λ (DE3 [*lacI lacUV5*-T7 gene 1 *ind1 sam7 nin5*])	Invitrogen
BL21	F^−^ *dcm ompT hsdS*(r^−^_B_ m^−^_B_) *gal* [malB^+^]_K-12_(λ^S^)	Promega
REL606	F^−^ *lon mal^+^* λ^S^ T6^R^ *str*^R^*rm*_111_ *ara*^−^	Richard E. Lenski
HK105	BL21 Δ*adhE*::FRT-KmR-FRT	This study
HK106^*^	BL21(DE3) Δ*adhE*::FRT-KmR-FRT	This study
HK110	BL21(DE3) Δ*adhE*::FRT	This study
HK255	REL606 Δ*adhE*::FRT-KmR-FRT	This study
HK121^*^	HK110 *pta* (G219 deletion)	This study
HK122^*^	HK110 *pta* (A1967C substitution)	This study
HK201^*^	HK110 *pta* (T2018A substitution)	This study
HK501	BL21(DE3) Δ*adhE*::FRT *pflB* (G1931A)	This study
HK441	BL21(DE3) Δ*adhE*::FRT *pta* (A1967C) Δ*yfbU*::KmR	This study
HK547	BL21(DE3) Δ*adhE*::FRT *pflB* (G1931A) Δ*ycaN*::KmR	This study
HK236	BL21(DE3) Δ*adhE*::FRT Δ*pflB*::FRT-KmR-FRT	This study
HK225	BL21(DE3) Δ*adhE*::FRT Δ*pta*::FRT-KmR-FRT	This study
HK126	BL21(DE3) Δ*adhE*::FRT Δ*tpx*::FRT-KmR-FRT, *fnr^+^*	This study
HK128	BL21(DE3) Δ*adhE*::FRT Δ*galM*::FRT-KmR-FRT, *modE^+^*	This study
HK212	BL21(DE3) Δ*adhE*::FRT Δ*ybaV*::FRT-KmR-FRT, *lon^+^*	This study
HK220	BL21(DE3) Δ*adhE*::FRT Δ*ybcH*::FRT-KmR-FRT, *ompT^+^*	This study
HK246	BL21(DE3) Δ*adhE*::FRT Δ*ydbK*::FRT-KmR-FRT, *recE^+^*	This study
HK283	BL21(DE3) Δ*adhE*::FRT Δ*yjjN*::FRT-KmR-FRT, *hsd^K-12^*	This study
HK360	BL21(DE3) Δ*adhE*::FRT Δ*mutL*::FRT-KmR-FRT	This study
HK362	BL21(DE3) Δ*adhE*::FRT Δ*mutS*::FRT-KmR-FRT	This study
HK363	BL21(DE3) Δ*adhE*::FRT Δ*mutT*::FRT-KmR-FRT	This study
**PHAGE**		
P1 *vir*	*vir* mutations	S. Adhya
**PLASMID**		
pCP20	Temperature-sensitive plasmid with an FLP recombinase capable of recognizing the FRT sequence, ApR	CGSC

* Whole genomic sequencing was performed.

Individual gene knockout mutants of *E. coli* in the Keio collection (Baba et al., 2006) were purchased from Open Biosystems (Lafayette, CO). The open reading frames in the individual genes were replaced by kanamycin markers. The mutations were transferred to other strains by standard P1 transduction (Miller, 1992). To transfer the Δ*adhE* mutation, P1 *vir* phage lysates of kanamycin-resistant strain BW25113 Δ*adhE* (JW1228) in the Keio collection were used to transduce the MG1655, W3110, BL21(DE3), REL606, and BL21 strains. 

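In RNA taken after 6 h of anaerobic culture, the *adhE* transcript was well above background on the microarrays of both wild-type strains and far lower in both Δ*adhE* strains. Signals are given on the log2 scale relative to the 75th percentile of the same array, with 1 array per strain, so no spread between cultures of the same strain can be given. *adhE* (locus tag b1241), which encodes the alcohol dehydrogenase of ethanol fermentation, had a signal of 6.03 in the K-12 wild type BW25113 and of -4.07 in K-12 Δ*adhE*, a log2 difference of -10.10 and the largest decrease of any named gene in K-12. The signal of -4.07 counted as well above background, but the lowest such signal on that array was -4.73. Since the open reading frame was replaced in the deletion, this signal does not by itself show remaining *adhE* transcript. In the B wild type BL21(DE3) the signal of *adhE* was 8.42. In B Δ*adhE* it was not well above background at -6.35, which makes it at least 5978-fold lower than in the wild type. Several genes that differ between the K-12 and B backgrounds also differed between the arrays of the strains. *ompT*, for an outer membrane protease, was at 5.38 and 4.48 in the K-12 wild type and K-12 Δ*adhE* and not well above background on either B array, at least 1377-fold lower in B between the wild types and at least 389.8-fold lower between the mutants. The galactose genes *galT* and *galK*, the molybdate regulator *modE*, the restriction specificity gene *hsdS* and the prophage exonuclease gene *recE* were also well above background on both K-12 arrays and on neither B array. The protease gene *lon* was at 4.33 and 4.80 on the K-12 arrays and at -0.49 and -0.34 on the B arrays. The arabinose genes *araA* and *araD*, deleted in BW25113 (Table 1), were well above background only on the B arrays, and *araB* only in the B wild type. Of the other genes in deletions that Table 1 lists for BW25113, *lacZ* and *rhaD* counted as well above background in the K-12 wild type, at the low signals of -5.27 and -5.38, and not in K-12 Δ*adhE*, while *rhaA* and *rhaB* did so on no array. The anaerobic regulator *fnr*, whose K-12 copy the paper moved into B Δ*adhE*, was well above background on every array. It was at 4.41 in the K-12 wild type, 4.62 in K-12 Δ*adhE*, 4.61 in the B wild type and 5.22 in B Δ*adhE*. A signal on every array does not tell whether the sequence of a gene differs between the strains. Sequence differences between a probe and the B genome can lower a signal, so a low value in B does not by itself show that a gene is missing. The labels do not tell whether the K-12 Δ*adhE* array was made from JW1228 or HK108.

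**Figure D1:**
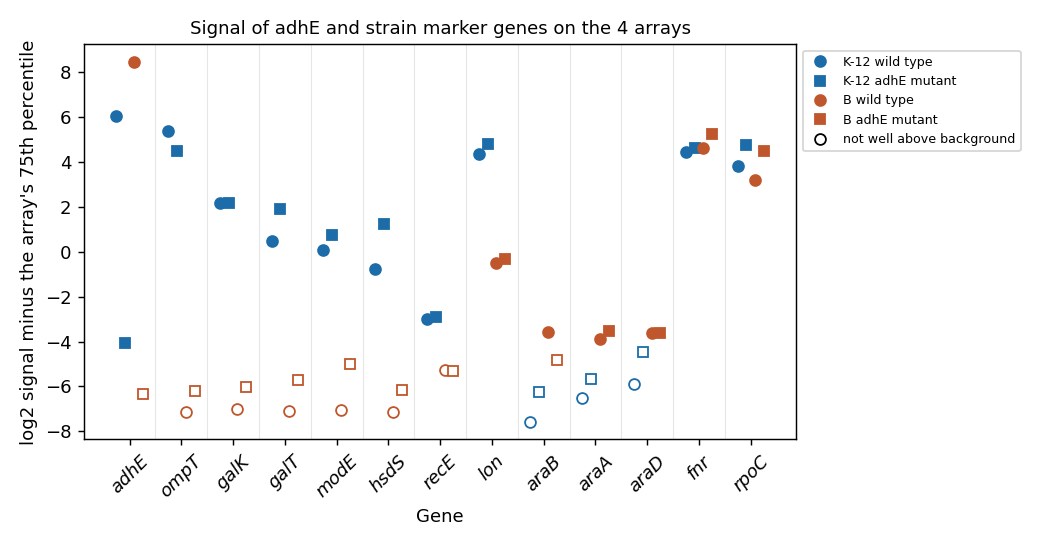
Signal of *adhE* and of strain marker genes (x axis) on the arrays of the K-12 wild type, K-12 Δ*adhE*, the B wild type and B Δ*adhE*, as log2 signal minus the 75th percentile of the array (y axis). Each point is 1 array, and open points are not well above background. *adhE* lies at 6.03 and 8.42 in the wild types and at -4.07 and -6.35 in the mutants.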

If needed, the plasmid pCP20 (Cherepanov and Wackernagel, 1995) was transformed into *E. coli* strains to delete the kanamycin resistance gene from their chromosomes by FLP recombinase at 30°C. Subsequently, plasmid pCP20 with a temperature-sensitive replication origin was cured at 42°C, resulting in the kanamycin-sensitive strains.

To introduce point mutations of the *pta* and *pflB* genes into *E. coli* K-12 Δ*adhE* strains, Δ*ycaN*::KmR and Δ*yfbU*::KmR cassettes obtained from Keio collection were electroporated into mutant cells to tag *pflB*^(G1105A)^ and *pta*^(C2074T)^ mutations, respectively, harboring pKD46 plasmids after lambda recombinase was fully induced by L-arabinose. Subsequently, P1 lysates of the resulting cells were used to transduce kanamycin marker-tagged *pflB*^(G1105A)^ and *pta*^(C2074T)^ mutations into kanamycin-sensitive BW25113 Δ*adhE* backgrounds. In B strain, the same above strategy was employed to individually introduce *pta*^(A1967C)^ and *pflB*^(G1931A)^ mutations into kanamycin-sensitive BL21(DE3) Δ*adhE* (Table 1).

To transfer several authentic genes of K-12 strain to B strain background, we used Pl lysates of JW1317, JW0739, JW0432, JW0556, JW1378, and JW5793 to transduce *fnr^+^, modE^+^, lon^+^, ompT^+^, recE^+^*, and *hsd^K-12^* genes (tagged by adjacent kanamycin resistance genes) into BL21(DE3) Δ*adhE* strain to make HK126, HK128, HK212, HK220, HK246, and HK283 strains. To introduce deletion mutations of Δ*mutL*, Δ*mutS*, and Δ*mutT* genes of Keio collection into BL21(DE3) Δ*adhE* strain, we carried out P1 transduction to make HK360, HK362, and HK363 strains. Other strains were genetically constructed using P1 phage transduction when needed, and also verified by PCR or DNA sequencing (Table 1).

### Anaerobic culture

LB broth and yeast extract were purchased from Becton Dickinson (Sparks, MD). D-glucose, sodium bicarbonate, sodium phosphate monobasic monohydrate, potassium phosphate dibasic, and sodium sulfide nonahydrate were purchased from Sigma-Aldrich (St. Louis, MO). Bacterial seed cultures were grown in 5 mL LB broth at 37°C with shaking at 180 rpm. One milliliter of seed culture was inoculated into a 125 mL serum vial containing 100 mL of fermentation medium, as described previously (Kim et al., 2013). If needed, D-gluconate (final 50 mM), D-fructose, and D-mannitol were respectively added to the fermentation medium as a major carbon source instead of D-glucose. The headspace in serum vials was filled with N_2_ gas and Na_2_S·9H_2_O (final 1 mM) was added to yield strictly anaerobic conditions. Bacterial cells were cultured anaerobically at 37°C with shaking at 180 rpm. 

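Gene expression at 6 h of anaerobic culture was measured on 4 Agilent microarrays, which the text of the paper does not describe. Each array carried Cy3-labelled RNA of 1 strain: the K-12 wild type BW25113, the B wild type BL21(DE3), K-12 Δ*adhE* or B Δ*adhE*. All 4 arrays were on 1 slide and were scanned in 1 run, so slide and scan do not separate the groups. The scanner output gives a background-subtracted signal per spot from Agilent Feature Extraction, for which the submitters' processing notes name version 9.3.2.1 and the scanner output itself version 11.0.1.1. Of 11494 spots that were not controls, 7622 were well above background in the K-12 wild type, 7282 in K-12 Δ*adhE*, 7125 in the B wild type and 6658 in B Δ*adhE*, and none was saturated. Of the probes that were kept, 4229 belong to 4205 genes of K-12, and 6451 were designed on other *E. coli* genomes. Each signal was taken as log2 relative to the 75th percentile of its array, which was 544 in the K-12 wild type, 416 in K-12 Δ*adhE*, 461 in the B wild type and 382 in B Δ*adhE*. For the difference between 2 arrays, a gene was compared only through probes well above background on both. Of 199 probes with 5 spots, 88 to 98 per array had all 5 well above background. Over these, the median SD between the spots of a probe was 0.081 to 0.094 on the log2 scale. It measures the array and not the culture, and does not cover dimmer probes. With 1 culture of each strain, a difference between 2 arrays has no replicate check and no p-value.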

Cell growth was monitored by measuring optical density at 600 nm using an Ultrospec 8000 spectrophotometer (GE Healthcare, Uppsala, Sweden). The cell cultures were diluted 1:10 using the same media to measure the optical density accurately.

### Metabolite analysis

The concentrations of metabolites including D-glucose and lactate in the culture were determined by high-performance liquid chromatography (RID-10A RI monitor, Shimadzu, Japan) using an Aminex HPX-87H column (300 × 7.8 mm, Hercules, BioRad) as described previously (Lee et al., 2005). After centrifugation of the cell culture broth, the supernatant was passed through a 0.2 μm syringe filter. The column was isocratically eluted at 47°C with a flow rate of 0.5 mL min^−1^ using 0.01 N H_2_SO_4_. The intracellular concentrations of NAD^+^ and NADH were measured using a NAD^+^/NADH quantification kit (BioVision Inc., Milpitas, CA). Cells were harvested by centrifugation at 10,000 × *g* for 10 min and resuspended in cold phosphate buffered saline solution with an OD_600_ of 1.0. Preparation of NADH extraction buffers and all subsequent steps were performed according to the manufacturer's protocols.

### Genome analysis

The genomic DNAs of *E. coli* strains were purified using the Wizard Genomic DNA purification kit purchased from Promega (Madison, WI). Genome sequences from the parental strains and their derivatives were obtained from an Illumina HiSeq 2000 platform. The 101-cycle paired end reads, with 2.46-3.88 Gb range (30,901,022 reads on average), were produced from 500 bp genomic libraries and processed by the CASAVA 1.9 pipeline. Pretreatment of the reads, reference mapping, and variant detection were carried out using CLC Genomics Workbench version 4.5. Reads shorter than 50 nt were filtered out after quality trimming using a modified Mott algorithm (quality cutoff 0.01), which allowed one or less ambiguous base (N) per read. For reference mapping, the genome sequences of *E. coli* K-12 subst. MG1655 (NC_000913.2) and BL21(DE3) (CP001509.3) were used for K-12 and B lineage, respectively. The default mapping parameters were applied (similarity = 0.8, length fraction = 0.5). Variants in SNP and DIP (deletions, insertions, and polymorphisms) called by the CLC Genomics Workbench were validated to identify mutations that had occurred only in the descendants, but not in the parental strains [BW25113 Δ*adhE* and BL21(DE3) Δ*adhE*]. Nucleotide discrepancies in the *adhE* region owing to P1 transduction, which was used for the disruption of the *adhE* gene, were excluded and later confirmed by comparing *de novo*-assembled contigs. The *pta* and *pflB* genes including promoter regions were amplified by PCR using chromosomal DNAs of *E. coli* parental and derivative strains as templates, and mutations in the corresponding genes were identified by Sanger DNA sequencing.

### Viability test

Both K-12 Δ*adhE* and B Δ*adhE* cells were grown anaerobically in the fermentation medium. All cell cultures (1 ml) were collected from the medium during anaerobic fermentation as mentioned above, and samples diluted with PBS solution were then spread on LB agar plates. After 24 h of aerobic incubation at 37°C, the number of culturable cells was counted for by multiplying the number of colonies on LB agar plates with the corresponding dilution fold. Viability values were obtained by calculating the log base 10 of numbers of culturable cells per 1 ml. For mutant frequency test, Δ*adhE* mutant cells were aerobically grown in LB broth for 12 h at 37°C, diluted with PBS solution, spread on LB agar and incubated aerobically for 24 h at 37°C. The same volumes of Δ*adhE* mutant cells aerobically grown in LB for 12 h at 37°C were spread on the fermentation medium agar and anaerobically incubated using AnaeroGen™ anaerobic pouch system (Oxoid, Hampshire, UK) for 72 h at 37°C.

### Inoculum dilution test

Colonies of K-12 Δ*adhE* and B Δ*adhE* strains, and adapted K-12 Δ*adhE* and B strains Δ*adhE* were singly isolated and inoculated for starter cultures in LB broth. Cell cultures (1 ml) were harvested, resuspended in sterile water (1 ml), serially diluted (1:10), and inoculated in the fermentation medium. Cell growth was monitored by measuring optical densities at 600 nm of culture broths sampled every 3 h.

## Results

### Comparative anaerobic fermentation by Δ*adhE* mutant strains of *e. coli* K-12 and B

Under anaerobic conditions, wild-type *E. coli* K-12 cells (BW25113) completely consumed glucose in 8 h via mixed acid fermentation pathways (Figure 1), which produced succinate, lactate, acetate, ethanol, and formate from D-glucose (Table 2). The BW25113 Δ*adhE* mutant cells (JW1228) mainly produced lactate under anaerobic conditions (Figure 2A). The complete consumption of 50 mM glucose resulted in the production of lactate (>80 mM) by the mutant within 24 h. To verify the effect of the single Δ*adhE* gene mutation on lactic acid fermentation, the Δ*adhE* mutation was introduced into other *E. coli* K-12 (MG1655, and W3110) and B strains [REL606, BL21(DE3), and BL21] via P1 transduction, and anaerobic fermentation was induced. In the *E. coli* MG1655 Δ*adhE* (HK104) and W3110 Δ*adhE* (HK256) strains, the anaerobic lactate fermentations were completed within 24 h, which was similar to the BW25113 Δ*adhE* (JW1228) strain (Figures 2B,C).

**Table 2:** **Anaerobic fermentation profiles of wild-type cells and Δ*adhE* derivatives of *E. coli* K-12 and B strains**.

**Strain**		**Genotype**	**Time (h)^a^**	**OD_600 nm_**	**Specific growth rate (h^−1^)^b^**	**Concentration of substrate or product (mM)**					
						**Glucose^c^**	**Acetate**	**Ethanol**	**Formate**	**Lactate**	**Succinate**
*E. coli* K-12	BW25113	Wild-type	8	5.7 ± 0.2	0.64 ± 0.01	ND^d^	38.9 ± 0.1	40.6 ± 0.1	70.6 ± 0.9	13.5 ± 0.1	6.4 ± 0.1
	JW1228	Δ*adhE*	24	3.4 ± 0.3	0.25 ± 0.04	ND	4.9 ± 0.4	ND	4.8 ± 0.4	86.3 ± 0.2	4.8 ± 0.1
	HK187	Δ*adhE pta*^G1780A^	9	3.4 ± 0.1	0.59 ± 0.01	ND	5.6 ± 0.1	ND	5.7 ± 0.1	87.0 ± 0.9	4.8 ± 0.1
	HK235	Δ*adhE* Δ*pflB*	12	3.1 ± 0.1	0.56 ± 0.02	ND	1.3 ± 0.1	ND	ND	83.2 ± 0.5	2.8 ± 0.1
	HK227	Δ*adhE* Δ*pta*	12	3.1 ± 0.1	0.52 ± 0.01	ND	1.5 ± 0.1	ND	0.7 ± 0.1	79.5 ± 0.6	5.0 ± 0.1
*E. coli* B	BL21(DE3)	Wild-type	8	5.0 ± 0.2	0.67 ± 0.03	ND	41.4 ± 0.1	39.2 ± 0.2	80.5 ± 0.2	13.0 ± 0.1	6.4 ± 0.1
	HK110	Δ*adhE*	72	2.5 ± 0.1	0.17 ± 0.02	ND	4.4 ± 0.3	ND	5.5 ± 0.2	83.7 ± 0.8	4.6 ± 0.5
	HK122	Δ*adhE pta*^A1967C^	15	2.1 ± 0.1	0.31 ± 0.01	ND	4.6 ± 0.1	ND	6.6 ± 0.1	88.0 ± 1.2	4.0 ± 0.1
	HK236	Δ*adhE* Δ*pflB*	15	2.4 ± 0.1	0.27 ± 0.04	ND	1.4 ± 0.1	ND	ND	87.1 ± 0.5	1.2 ± 0.1
	HK225	Δ*adhE* Δ*pta*	24	2.7 ± 0.1	0.35 ± 0.09	ND	2.0 ± 0.2	ND	2.7 ± 0.1	80.9 ± 0.6	3.6 ± 0.1

a Fermentation time (h) when glucose was completely consumed.

b Specific growth rates were measured using exponential phase data.

c Residual glucose concentration. 50 mM glucose was added initially in the fermentation medium.

d ND, not detected.

**Figure 2:**
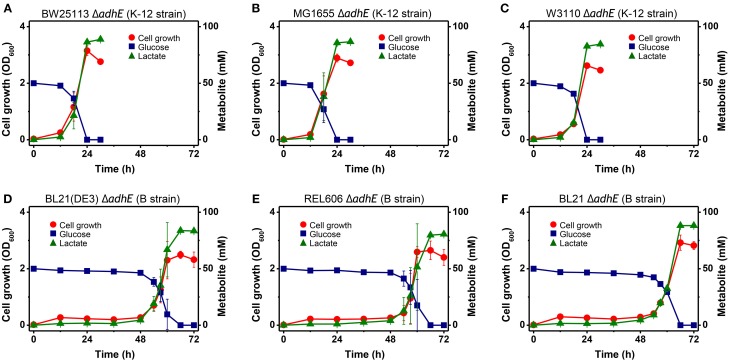
**Anaerobic lactic acid fermentation profiles of various *E. coli* K-12 (A–C) and B (D–F) strains with Δ*adhE* mutations**. **(A)** BW25113 Δ*adhE* (JW1228), **(B)** MG1655 Δ*adhE* (HK104), **(C)** W3110 Δ*adhE* (HK256), **(D)** BL21(DE3) Δ*adhE* (HK110), **(E)** REL606 Δ*adhE* (HK255), and **(F)** BL21 Δ*adhE* (HK105).

Unexpectedly, the Δ*adhE* mutants in the B strain background (BL21(DE3), REL606, and BL21) showed long lag periods (approximately 48 h after inoculation), which were followed by exponential growth, rapid glucose consumption, and lactate production (Figures 2D–F). Genotypic and phenotypic verification of the cells was performed by 16S rRNA gene sequencing and single colony isolation on MacConkey agar containing D-galactose or D-lactose before and after anaerobic fermentation to exclude the possibility of additional microbial contamination. The results indicate that the K-12 and B strains lacking alcohol dehydrogenase performed the same lactate fermentation for anaerobic cellular growth. However, the growth speed of *E. coli* Δ*adhE* cells differed in a strain-dependent manner under anaerobic conditions.

### Accelerated anaerobic growth by adapted Δ*adhE* mutant strains

During the characterization of the anaerobic lactate fermentation reaction in K-12 Δ*adhE* and B Δ*adhE* strains, we observed that several anaerobic cultures showed unusually rapid growth. For example, the variant strains HK187 and HK122 were obtained as pure isolates from fermentation broths of BW25113 Δ*adhE* (JW1228) and BL21(DE3) Δ*adhE* (HK110), respectively, and then cultured anaerobically in serum bottles. The progeny strain (HK187) completed lactate fermentation within 12 h, whereas anaerobic fermentation by the parental JW1228 cells required 24 h (Figure 3A). Moreover, the adapted progeny cells (HK122) derived from BL21(DE3) Δ*adhE* did not exhibit a long lag period and they completed lactate fermentation within 15 h (Figure 3B), indicating that anaerobic growth by the K-12 and B mutant strains was modified after they underwent anaerobic fermentation. We randomly isolated 37 and 45 additional adapted strains from separate anaerobic cultures of JW1228 and HK110, respectively. Most of the adapted K-12 and B variants produced lactate as a major fermentation product within 12 and 24 h, respectively, which was faster compared to their parental strains (Table 3).

**Figure 3:**
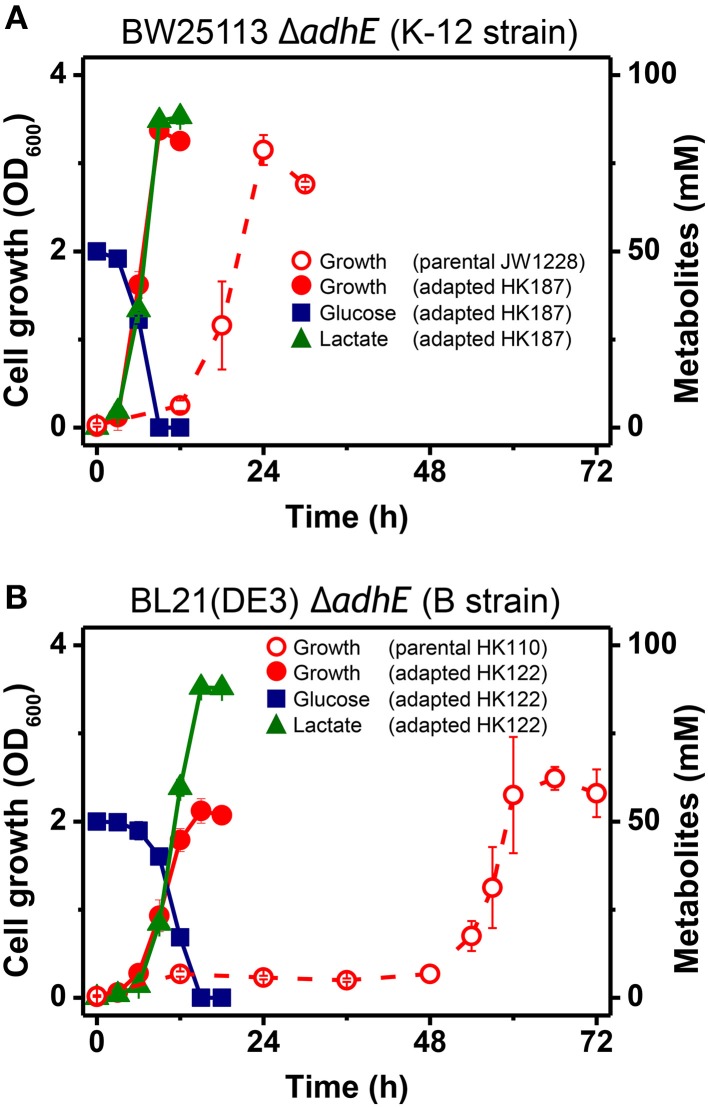
**Rapid anaerobic cellular growth of anaerobically-adapted *E. coli* K-12 Δ*adhE* mutants (A) and B Δ*adhE* mutants (B)**.

**Table 3:** **Mutation analysis and fermentation profiles of anaerobically-adapted *E. coli* K-12 Δ*adhE* and B Δ*adhE* cells**.

**Strain**	**Gene**	**Mutation type**	**DNA sequence characterization**	**Time (h)^a^**	**OD_600_**	**Concentration of substrate or product (mM)**					
						**Glucose^b^**	**Acetate**	**Ethanol**	**Formate**	**Lactate**	**Succinate**
*E. coli* K-12 BW25113 Δ*adhE* (37)^c^	*pta* (19)	Substitution (12)	T275C (V92A)^d^	12	3.41	ND^e^	5.41	ND	6.20	75.18	3.37
			T389C (L130P)	12	3.43	ND	5.48	ND	6.05	76.17	3.42
			A1546T (T516S)	18	2.69	ND	5.48	ND	6.19	75.84	2.54
			C1576T (Q526Z^f^)	12	3.76	ND	1.15	ND	1.45	81.92	5.31
			G1629C (M543I)	12	3.40	ND	5.70	ND	7.50	92.00	4.00
			G1780A (G594S)	12	3.00	ND	5.60	ND	7.50	92.20	4.50
			C1870A (P624T)	12	2.70	ND	3.60	ND	3.30	91.50	5.90
			A1897T (T663S)	12	3.50	ND	5.12	ND	5.97	83.43	3.62
			A2003C (Q668P)	12	3.72	ND	1.03	ND	1.40	82.06	5.45
			C2074T (R692C)	12	2.90	ND	1.20	ND	1.50	91.90	5.40
			G2078C (G693A; found two times)	12	3.41	ND	5.21	ND	6.05	75.90	3.19
		Deletion (7)	Δ83(G310-A392)	12	2.70	ND	1.10	ND	1.30	92.10	5.60
			G397	12	3.50	ND	1.02	ND	1.46	82.07	5.46
			Δ7(G422-A428)^*^	12	3.52	ND	1.04	ND	1.51	81.60	5.34
			Δ75(C1229-C1303)^g^	12	3.53	ND	1.37	ND	1.57	74.87	4.74
			Δ83(T1786-G1868)	12	3.47	ND	1.32	ND	1.67	76.00	4.59
			Δ13(C1873-G1885)	12	3.50	ND	1.46	ND	1.56	76.39	4.71
			G2031	12	3.80	ND	1.37	ND	1.44	76.28	4.71
	*pflB* (18)	Substitution (10)	A1C (fM1L; loss of start codon)	12	2.50	ND	2.20	ND	ND	99.10	4.50
			C757T (Q253Z)	12	2.40	ND	1.10	ND	ND	96.80	3.80
			A854T (D285V)	12	3.30	ND	1.42	ND	ND	80.75	2.67
			C907T (Q303Z)	12	3.20	ND	1.29	ND	ND	87.34	3.37
			G1105A (E369K)	12	2.40	ND	1.70	ND	ND	96.30	4.10
			C1804T (Q602Z)	12	3.47	ND	1.95	ND	ND	80.24	2.84
			C1862A (P621Q)	12	3.13	ND	2.26	ND	ND	86.44	3.63
			G1898A (G633D)	12	3.57	ND	1.09	ND	ND	82.20	5.58
			A1985C (D662A)	12	3.44	ND	2.26	ND	ND	86.20	3.73
			A2273T (Q758L)	12	3.11	ND	1.38	ND	ND	80.27	2.62
		Deletion (5)	A409 (found three times)	12	2.40	ND	1.50	ND	ND	98.20	4.30
			Δ40(T741-C780)	12	2.95	ND	1.97	ND	ND	80.37	2.58
			Δ11(T1575-G1585)^*^	12	3.13	ND	2.55	ND	ND	80.57	2.62
		Insertion (1)	TGGC after C1463	12	2.98	ND	1.36	ND	ND	80.60	2.72
		IS (2)	IS4 at promoter (−27 nt before AUG codon)	12	2.50	ND	2.00	ND	ND	96.50	4.00
			IS1 after T176	12	2.93	ND	1.31	ND	ND	80.05	2.66
*E. coli* B BL21(DE3) Δ*adhE* (45)	*pta* (42)	Substitution (22)	G265A (E89K)	24	2.21	ND	3.87	ND	4.94	81.93	4.82
			A430C (T144P)	36	2.33	ND	4.89	ND	5.24	74.69	4.28
			T461A (L154Q)	24	2.24	ND	5.40	ND	8.67	88.06	4.60
			A592T (K198Z)	36	2.81	ND	3.15	ND	4.77	88.83	4.84
			G781A (A160T)	24	2.23	ND	5.85	ND	7.73	79.03	4.71
			G895A (E299K)	36	3.40	ND	3.88	ND	5.23	90.61	4.76
			G1011T (W337C; found two times)	24	1.92	ND	4.45	ND	4.92	74.47	4.07
			G1118A (W373Z)	24	2.72	ND	2.02	ND	2.71	78.53	3.20
			C1127A (S376Y)	24	1.65	ND	6.97	ND	8.83	72.80	3.99
			G1523A (G508D)	24	3.00	ND	2.04	ND	2.72	78.00	3.34
			G1535A (G512D)	24	3.02	ND	2.29	ND	2.49	77.30	3.07
			T1634A (L545Q)	24	3.10	ND	6.30	ND	7.50	87.60	4.30
			G1795A (G599S)	24	1.91	ND	5.54	ND	7.07	73.07	4.18
			T1874A (L625Q)	24	2.59	ND	3.40	ND	5.80	91.62	4.33
			T1934C (V645A)	24	2.72	ND	3.08	ND	5.21	92.92	4.03
			A1967C (D656A)	24	1.80	ND	4.60	ND	6.10	80.50	4.70
			A1984T (T662S)	24	1.87	ND	4.50	ND	4.99	75.30	4.20
			C2002T (Q668Z)	24	2.83	ND	2.28	ND	2.50	78.09	3.21
			T2018A (L673Q; found two times)	24	2.14	ND	5.19	ND	7.97	87.13	4.42
			G2077A (G692S)	24	2.21	ND	4.71	ND	6.83	80.15	4.61
		Deletion (14)	C150	24	3.39	ND	1.56	ND	3.16	82.66	3.52
			G219	24	3.26	ND	2.40	ND	3.15	84.29	3.50
			A337	24	3.28	ND	2.29	ND	2.61	77.56	3.03
			G548	36	3.21	ND	3.87	ND	4.94	90.74	4.67
			Δ9(C1198-G1206)	24	2.87	ND	2.22	ND	2.07	76.59	2.90
			Δ75(C1229-C1303)^g^	24	2.97	ND	2.25	ND	2.31	77.18	2.95
			Δ228(A1472-G1699; found two times)	24	3.01	ND	1.88	ND	2.69	77.99	3.29
			Δ135(A1511-G1645)	36	2.72	ND	2.87	ND	3.98	91.07	4.72
			G1598 (found two times)	24	3.01	ND	2.27	ND	2.39	76.21	2.92
			Δ3(G1790-G1792)^*^	24	2.04	ND	4.01	ND	4.86	69.39	3.88
			Δ144(A1802-G1945)	36	2.20	ND	2.43	ND	2.38	76.89	5.02
			Δ13(A1877-C1889)	24	2.26	ND	7.54	ND	9.72	78.41	4.44
		Insertion (5)	8 bp after A212	36	2.90	ND	2.89	ND	4.14	90.31	4.58
			14 bp after A212	24	2.88	ND	2.97	ND	3.32	78.10	3.42
			6 bp after A522	24	2.58	ND	5.66	ND	8.96	88.73	4.12
			23 bp after A1366	24	2.77	ND	2.91	ND	3.52	75.99	2.99
			G after G1897	24	2.80	3.30	2.50	ND	2.13	71.63	2.53
		IS (1)	IS1 after C971	36	1.94	ND	2.02	ND	1.53	77.31	5.07
	*pflB* (3)	Substitution (1)	G1931A (G644D)	24	1.03	ND	2.67	ND	ND	79.34	1.76
		Deletion (1)	Δ27(G59-T85)	24	1.93	ND	1.36	ND	ND	82.83	1.49
		IS (1)	IS1 at promoter (−55 nt before AUG codon)	24	1.53	ND	2.55	ND	ND	86.41	2.26

a Fermentation time (h) when glucose was completely consumed.

b Residual glucose concentration. 50 mM glucose was added initially in the fermentation medium.

c Number of identified mutants is indicated in parenthesis.

d Deduced amino acids are indicated in parenthesis in the substitution.

e ND, not detected.

f Z represents premature translational termination by new stop codons.

g The same mutations were found in both K-12 and B strains.

* Direct repeats were not found in three deletions.

### Genetic analysis of adapted Δ*adhE* mutant cells

To investigate the genetic mechanism that facilitated anaerobic adaptation, seven parental and adapted cells of the K-12 and B strains were analyzed by whole genome sequencing (Table 4). Next generation sequencing showed that, compared with the parental K-12 Δ*adhE* (JW1228) and B Δ*adhE* (HK106) strains, the adapted progeny strains (HK185, HK188, HK121, HK122, and HK201) contained only single mutations in either the *pta* or *pflB* gene; however, there were no other mutations in their genomes (Table 4). Therefore, we further analyzed the nucleotide sequences of the *pta* and *pflB* genes of the adapted progeny strains by Sanger sequencing.

**Table 4:** **Genomic analysis of *E. coli* Δ*adhE* parental and adapted progeny strains**.

**Strain**		**Genotype**	**Reads**	**Bases**	**Reads (trimmed)**	**Bases (trimmed)**	**Avg. length (trimmed)**	**Reads matched**	**% Reads matched**	**Fraction of reference covered**	**Avg. coverage**
BW25113 Δ*adhE*	JW1228	None (parental)	27,415,080	2,768,923,080	24,901,016	2,388,749,991	95.93	24,865,044	99.9	1.00	514.06
	HK185	*pta* (C1870A)	28,307,104	2,859,017,504	25,662,987	2,462,304,965	95.95	25,518,543	99.4	1.00	529.72
	HK188	*pflB*::IS4	24,343,522	2,458,695,722	22,053,723	2,114,460,103	95.88	22,012,693	99.8	1.00	454.82
BL21(DE3) Δ*adhE*	HK106	None (parental)	30,033,896	3,033,423,496	27,532,008	2,650,096,371	96.26	27,470,185	99.8	0.99	579.87
	HK121	*pta* (ΔG219)	36,923,622	3,729,285,822	33,510,481	3,211,950,733	95.85	33,473,669	99.9	0.99	703.70
	HK122	*pta* (A1967C)	38,388,434	3,877,231,834	32,483,523	3,002,388,008	92.43	32,404,329	99.8	0.99	656.89
	HK201	*pta* (T2018A)	30,895,496	3,120,445,096	27,996,337	2,684,345,414	95.88	27,954,846	99.9	0.99	587.87

The results of the mutational analysis of the adapted K-12 and B strains are presented in Table 3. Of the 37 adapted K-12 *adhE* mutant cells, 19 harbored mutations in the *pta* gene and 18 harbored mutations in the *pflB* gene, including point mutations, deletions, and insertion sequence (IS) elements that caused missense, nonsense, and frame shift mutations. By contrast, the B Δ*adhE* strains exhibited biased mutations in the *pta* gene, where most of the adapted strains (42/45 mutant strains) harbored *pta* mutations, with the exception of three *pflB* mutations (Figure 4A). These results indicate that despite the close relationship between the *E. coli* K-12 and B strains (>99% nucleotide identity) (Jeong et al., 2009), compensatory mutations occurred in preferred target genes under the same anaerobic conditions. Comparative genome studies of K-12 and B strains led us to consider the individual introduction of authentic *fnr, modE, lon, ompT, recE*, and *hsd* genes of the K-12 strain into the BL21(DE3) Δ*adhE* mutant, which would remove its long lag phase (~48 h). As a result, the lag phases (~36 h) of *fnr^+^* and *lon^+^* cells of BL21(DE3) Δ*adhE* backgrounds were not as short as those (~12 h) of the K-12 Δ*adhE* cells during anaerobic adaptation, and those of other strains (*modE^+^, ompT^+^, recE^+^*, and *hsd*^*K*−12^) of BL21(DE3) Δ*adhE* cells were not affected (Figure 5).

**Figure 4:**
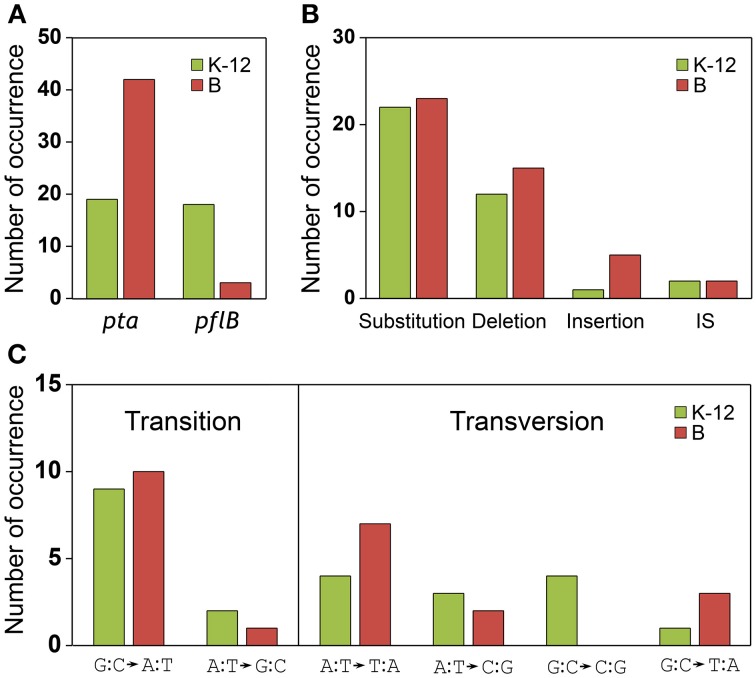
**Analysis of compensatory mutations for anaerobic adaptation in Δ*adhE* mutants of K-12 and B strains**. Thirty seven K-12 mutants (derived from BW25113 Δ*adhE*) and 45 B mutants [derived from BL21(DE3) Δ*adhE*] were analyzed by DNA sequencing. **(A)** Mutation occurrence in *pta* and *pflB* genes, **(B)** types of mutations, and **(C)** types of substitutions were compared in respect of K-12 and B strains.

**Figure 5:**
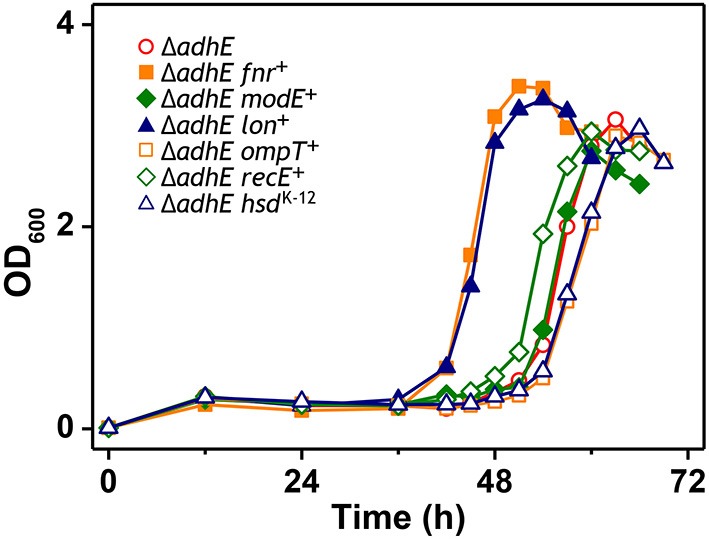
**Anaerobic growth of BL21(DE3) Δ*adhE* cells supplemented with authentic *fnr, modE, lon, ompT, recE*, and *hsd* genes of the K-12 strain**.

To confirm the effects of *pta* and *pflB* mutations on the growth phenotypes in the Δ*adhE* background, we introduced point mutations back into the *pta* and *pflB* genes in the K-12 Δ*adhE* and B Δ*adhE* strains, respectively, and monitored the growth of the mutants relative to that of their parental strains (Figure 6). We found that K-12 Δ*adhE* cells harboring *pta*^(C2074T)^ or *pflB*^(G1105A)^ mutations grew faster than the parental strain and completed fermentation within 12 h. In addition, there were no significant differences in the growth phenotypes of the *pta*^(C2074T)^ and *pflB*^(G1105A)^ mutants in the Δ*adhE* background under anaerobic conditions (Figure 6A). In the B strain background, Δ*adhE pta*^(A1967C)^ and Δ*adhE pflB*^(G1931A)^ cells lacked the long lag periods observed in the Δ*adhE* parental cells and they completed lactate fermentation within 12 and 24 h, respectively (Figure 6B). The Δ*adhE pta*^(A1967C)^ mutants consumed glucose in 12 h and reached a higher final cell density than the Δ*adhE pflB*^(G1931A)^ mutants, which consumed glucose in 24 h. These data showed that the *pta* or *pflB* mutations appeared to result in shorter lag times during the adaptation of Δ*adhE* cells (both K-12 and B strains) to anaerobic conditions.

**Figure 6:**
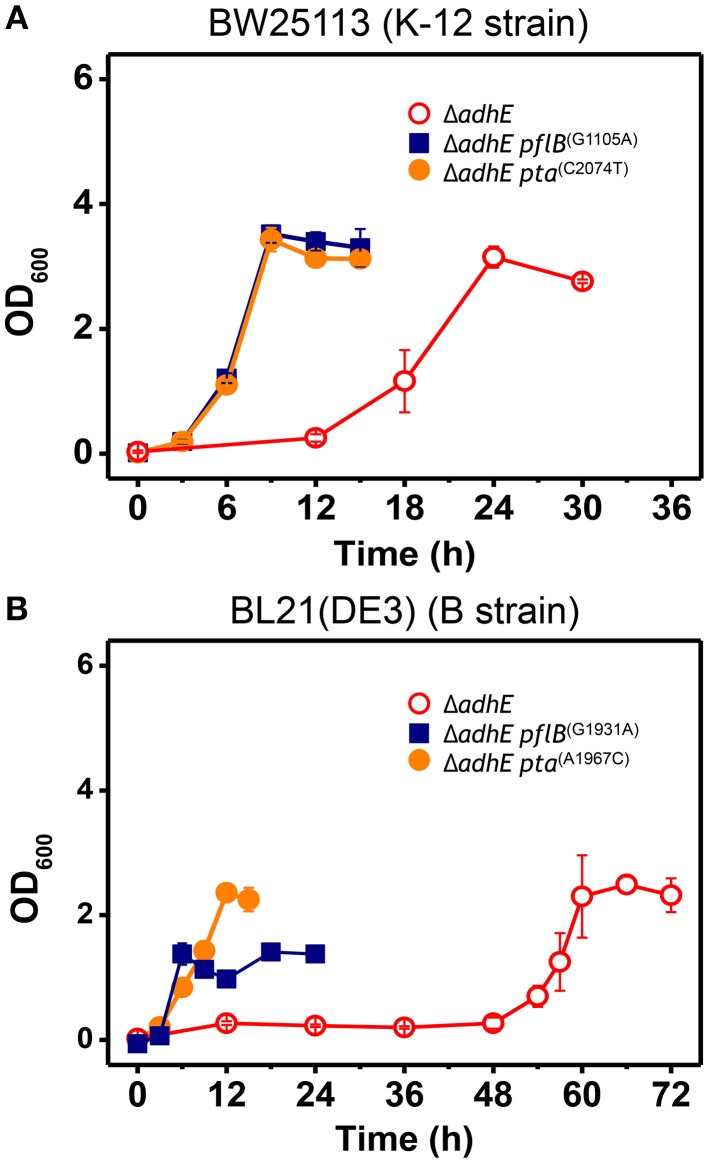
**Accelerated growth of Δ*adhE* mutants of *E. coli* K-12 and B strains by introduction of *pta* or *pflB* point mutations**. **(A)** BW25113 Δ*adhE* cells carrying the *pflB*^(G1105A)^ or *pta*^(C2074T)^ mutation in the genome instead of the authentic *pflB* or *pta* gene, and **(B)** BL21(DE3) Δ*adhE* cells carrying *pflB*^(G1931A)^ or *pta*^(A1967C)^.

### Occurrence of various types of mutations during anaerobic adaptation

We compared the types of mutations that occurred in the adapted K-12 and B strains. In adapted cells, base substitutions were most frequent, which cause nonsense or missense mutations (Figure 4B). Deletions were also frequent, but insertions and IS elements were rarely observed in the adapted strains. Among the base substitutions, G:C to A:T transitions and A:T to T:A transversions were observed frequently in both the K-12 and B strains (Figure 4C). We also found repeat sequences in the insertions and deletions in the *pta* and *pflB* genes (Figure 7). Insertions of tandem repeat sequences (4–23 bp) were confirmed in the K-12 and B strains. Direct repeat-mediated deletions (9–228 bp) were observed frequently in both strains. We found five deletions with imperfect direct repeats (even with 2 bp mismatches out of 10 bp repeats) in the adapted K-12 and B cells.

**Figure 7:**
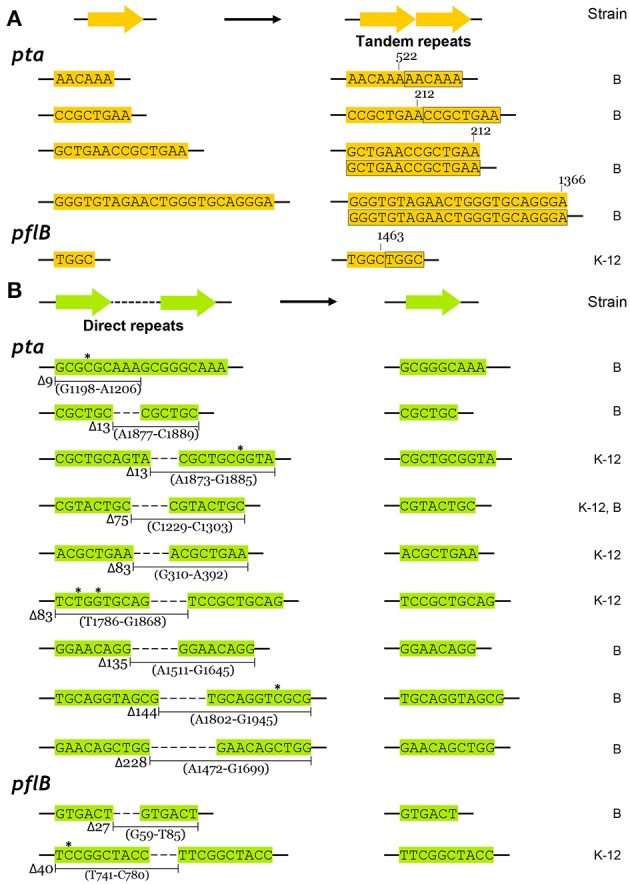
**Repeated sequence mediated insertions and deletions in adapted K-12 and B mutants. (A)** Insertional mutations were generated by precise tandem repeats, and **(B)** deletions between perfect or imperfect direct repeats were observed. Mismatched bases in direct repeats were indicated by asterisks.

We observed that the mutant frequency (3.0 ± 0.9 × 10^−6^) in BL21(DE3) Δ*adhE* cells was slightly lower than that (1.2 ± 0.3 × 10^−5^) in BW25113 Δ*adhE* cells. To test whether mutator gene knockouts affect the long lag period of BL21(DE3) Δ*adhE* cells, we introduced three individual mutations of mutator genes (Δ*mutL*, Δ*mutS*, and Δ*mutT*) into BL21(DE3) Δ*adhE* cells and cultured the cells under anaerobic conditions. As a result, the adaptation periods of the B strains were not shortened as those of the K-12 strains (Figure 8).

**Figure 8:**
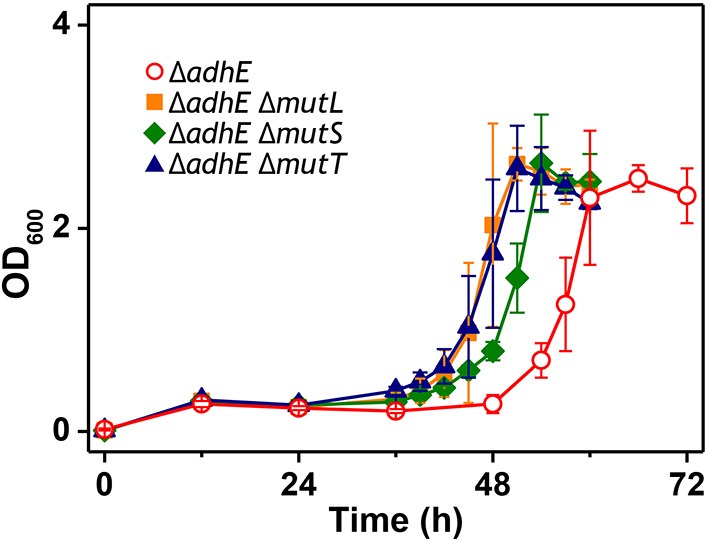
**Effect of mutator gene knockouts on anaerobic adaptation of BL21(DE3) Δ*adhE* cells**.

### Redox cofactor recycling for anaerobic growth

The phenotypic characteristics of the K-12 Δ*adhE* and B Δ*adhE* cells were investigated by growth on several carbon sources under different reducing conditions (Figure 9). Assuming that *E. coli* cells fully metabolize D-gluconate, D-glucose (or D-fructose), and D-mannitol to pyruvate under anaerobic conditions, the moles of NADH generated would be 1, 2, and 3 (per six carbons), respectively. K-12 and B cells harboring Δ*adhE* mutations did not grow in the presence of reduced D-mannitol, even within 120 h. However, the K-12 Δ*adhE* and B Δ*adhE* cells grew well in a medium that contained oxidized D-gluconate and there was no lag period under anaerobic conditions. These results indicate that Δ*adhE* mutants might experience severe problems with NAD^+^ recycling during anaerobic metabolism. Therefore, we next determined the intracellular levels of NAD^+^/NADH in the K-12 and B strains.

**Figure 9:**
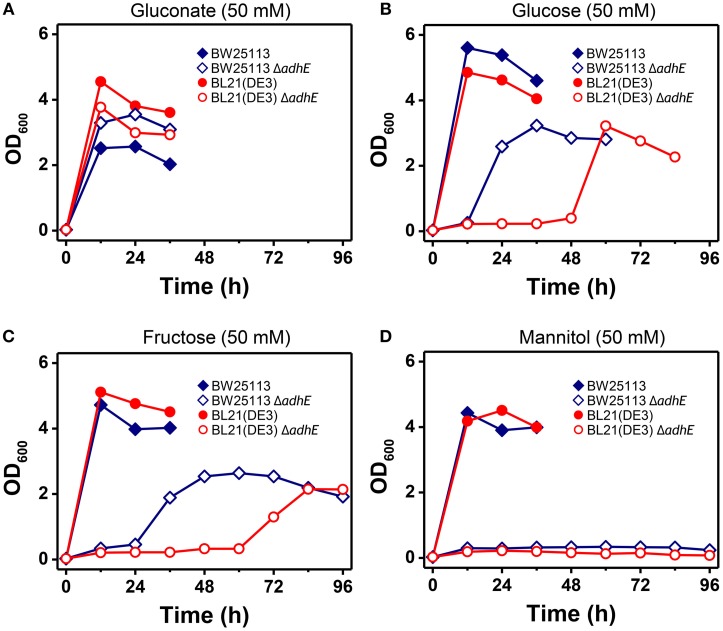
**Anaerobic growth of *E. coli* K-12 Δ*adhE* and B Δ*adhE* cells when various carbon sources with different oxidized states were used**. **(A)** D-Gluconate, **(B)** D-glucose, **(C)** D-fructose, and **(D)** D-mannitol were respectively added to the fermentation medium as a major carbon source.

The intracellular NAD^+^/NADH ratio is a biomarker of metabolic activity (Heikal, 2010). Thus, we measured the viability and redox cofactor ratio [NAD^+^/NADH] of Δ*adhE* mutant cells in the K-12 and B strains to elucidate how cells adapt to anaerobic stress (Figure 10). Under anaerobic conditions, the BW25113 Δ*adhE* cells maintained their intracellular redox balance and viability until 6 h after inoculation into a fermentation medium that contained D-glucose. The viability and redox balance were affected slightly between 6 and 12 h, but recovered after 12 h (Figure 10A). The cellular viability and redox balance of the BL21(DE3) Δ*adhE* cells were markedly affected between 6 and 36 h, but subsequently recovered as cellular growth increased (based on the optical density) (Figure 10B).

**Figure 10:**
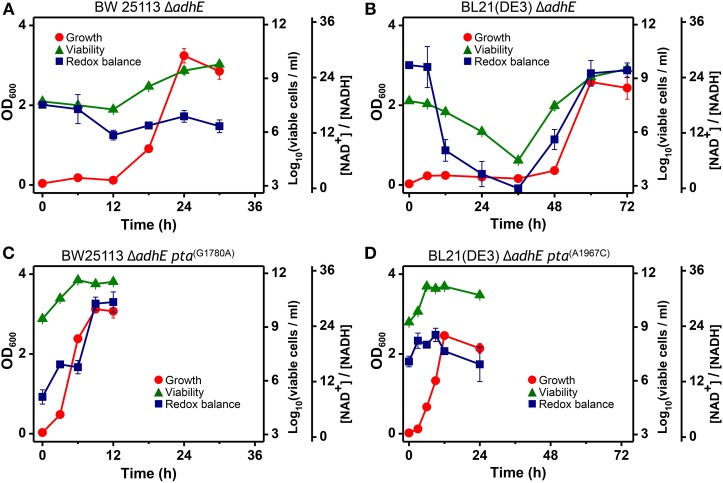
**Analysis of intracellular redox balance and viability of anaerobically grown cells of BW25113 Δ*adhE* (A), BL21(DE3) Δ*adhE* (B), adapted BW25113 Δ*adhE pta*^(G1780A)^ (C), and adapted BL21(DE3) Δ*adhE pta*^(A1967C)^ (D)**.

In contrast to the optical density, the redox ratio [NAD^+^/NADH] facilitates real-time monitoring of the metabolic state of cells exposed to stress. The NAD^+^/NADH ratios indicated that Δ*adhE* mutant cells underwent severe anaerobic stress, whereas the adapted mutant cells survived. The aerobic-to-anaerobic transition ability and the viability of K-12 cells were superior to those of B cells under anaerobic stress conditions. We analyzed the NAD^+^/NADH ratios of the adapted mutants of both K-12 and B strains, BW25113 Δ*adhE pta*^(G1780A)^ and BL21(DE3) Δ*adhE pta*^(A1967C)^ (Figures 10C,D). The viable cell numbers and the NAD^+^/NADH ratios did not decrease when the adapted mutant cells were grown under anaerobic conditions. These results indicate that the adapted mutants could recycle NAD^+^ efficiently under anaerobic conditions.

We next performed seed dilution experiments to determine the effect of the inoculated cell numbers on adaptation under anaerobic conditions. The results showed that the K-12 Δ*adhE* cells grew and completed lactate fermentation when <10 cells were inoculated into anaerobic culture vials, indicating that these cells could maintain their viability during anaerobic growth (Figure 11A). In the B strain background, smaller inocula of Δ*adhE* cells (10^7^ and 10^8^ cells) grew faster than large inocula (10^9^ cells); this was observed repeatedly and indicated that compensatory mutations occurred randomly during the anaerobic growth of B Δ*adhE* cells, regardless of the inoculum size (Figure 11C). Furthermore, the B Δ*adhE* cells could not adapt and grow within 72 h when <10^5^ cells were inoculated probably because the B Δ*adhE* cells failed to generate a population large enough to acquire spontaneous *pta* or *pflB* mutations. However, the growth speed of the adapted K-12 and B cells appeared to be proportional to the number of inoculated cells (Figures 11B,D).

**Figure 11:**
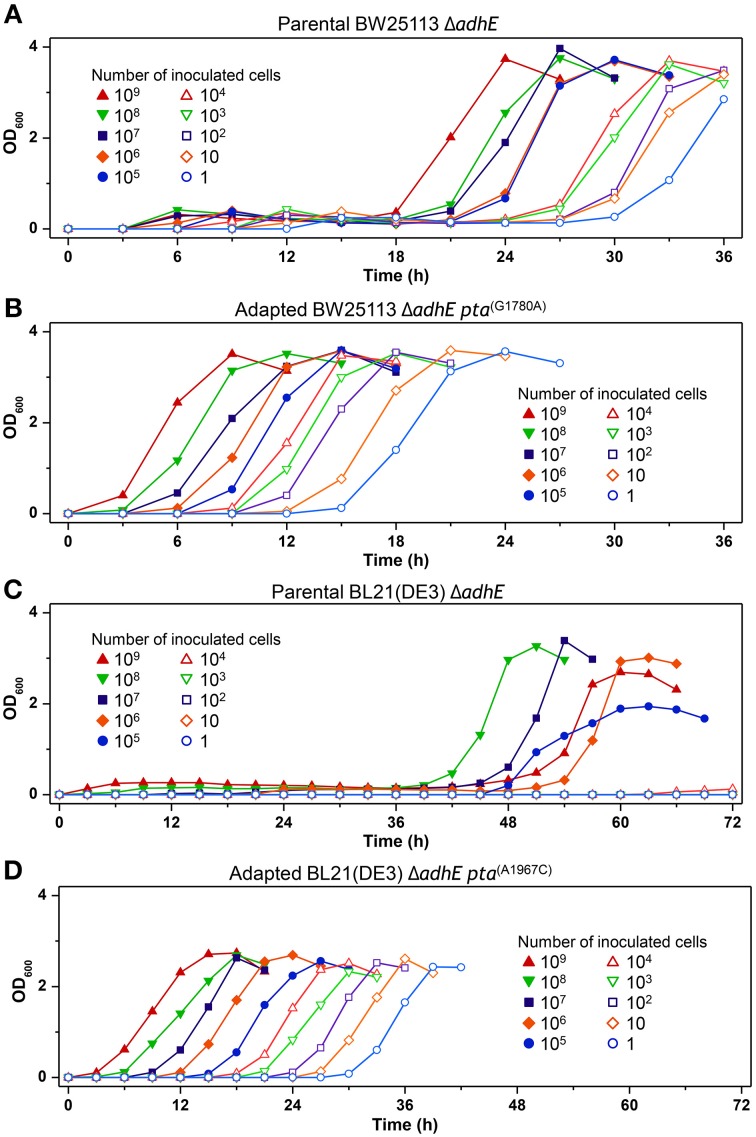
**Inoculum dilution effects on anaerobic growth profiles of parental and adapted cells of BW25113 Δ*adhE* (A), BL21(DE3) Δ*adhE* (B), adapted BW25113 Δ*adhE pta*^(G1780A)^ (C), and adapted BL21(DE3) Δ*adhE pta*^(A1967C)^ (D)**.

## Discussion

Routine microbial experiments and even extraordinary achievements in bacterial genetics have begun with the colonies formed on agar plates under certain selectable conditions. When broth cultures start with those colonies, we might assume or wish that the genotypes of inoculated cells are not changed in short period of time (~days). Here we found that the quick adaptive growth of Δ*adhE* cells is accompanied by genomic mutations during anaerobic liquid culture, and also that closely related K-12 and B strains followed different trajectories in adapting to harsh environments.

The genome sequences of K-12 and B cells are very similar (>99% identity) (Jeong et al., 2009), but the main differences between these two strains are the genomic locations of their IS elements, which indicates the important roles of these elements in genomic plasticity and divergence (Schneider et al., 2002). Recently, Yoon et al. determined the differences between *E. coli* B and K-12 strains by performing a comprehensive genome-wide analysis of metabolic networks to identify the genetic bases of their phenotypes via *in silico* complementation testing (Yoon et al., 2012). This analysis showed that *E. coli* B has a greater capacity for amino acid biosynthesis, fewer proteases, lacks flagella, and possesses an additional type II secretion system, whereas *E. coli* K-12 shows higher expression of heat shock genes and is less susceptible to certain stress conditions. In the present study, the K-12 Δ*adhE* strains adapted rapidly to anaerobic stress and grew faster than the B Δ*adhE* strains (Figures 3A,B).

A recent study showed that B strains lack certain anaerobic respiration-related proteins and enzymes, such as H_2_-oxidizing hydrogenases, formate dehydrogenase, nitrate reductase, and the molybdenum-responsive transcriptional regulator (ModE) (Pinske et al., 2011). Given the results of previous comparative genome studies of K-12 and B strains (Jeong et al., 2009; Studier et al., 2009), we anticipated that the individual introduction of authentic *fnr, modE, lon, ompT, recE*, and *hsd* genes of the K-12 strain into the BL21(DE3) Δ*adhE* mutant would abolish its long lag phase. However, we failed to remove the delayed long lag phase of B mutant strains under anaerobic conditions (Figure 5), suggesting that several genes might play concerted roles in the specific anaerobic metabolism processes of K-12 and B strains.

This characterization of adaptation by closely related strains raises intriguing but fundamental questions. First, what is the mechanism responsible for the different compensatory mutations in K-12 and B mutants?

The types of mutations found in *pta* and *pflB* genes were similar, regardless of the strain (Figures 4B,C). Substitutions such as G:C to A:T transitions and A:T to T:A transversions occurred frequently in both strains during adaptation to redox-stress conditions. The insertions were generated by tandem repeat sequences (Figure 7A) and the deletions were mediated by direct repeats (Figure 7B), which might have been caused by slipped-strand mis-pairing during DNA replication and/or homologous recombination; both are regarded as general molecular mechanisms that facilitate bacterial evolution (Albertini et al., 1982; Levinson and Gutman, 1987).

The compensatory mutations that occurred in the *pta* genes K-12 and B strains were found mostly in the C-terminal catalytic domain of the deduced amino acid sequences (Campos-Bermudez et al., 2010) (Table 3). According to the crystal structure of Pta (phosphotransacetylase) from *Methanosarcina thermophile* (Iyer et al., 2004), the *pta* gene mutation in the adapted HK155 strain corresponded to Arg692, which is a proposed putative CoA binding site. Therefore, we assume that *pta* gene mutations might reduce or block further metabolic flux to acetyl phosphate, which can act as a phosphoryl and acetyl donor during cellular signal transduction (Klein et al., 2007; Weinert et al., 2013).

According to the fermentation profiles of adapted mutants (Table 3), it seems that two distinct sets of *pta* mutants exist compared to the metabolite profiles of parental Δ*adhE* cells (Table 2): one with strong reduction of both acetate and formate production such as BW25113 Δ*adhE* cells with C1576T, A2003C, C2074T, or seven individual deletion mutations in *pta* gene, and the other with no significant impact on both acetate and formate production such as the reconstructed HK187and HK122 strains or the adapted BW25113Δ*adhE* cells with the T275C mutation in *pta* gene. Thus, it is likely that some *pta* mutations may restore anaerobic growth while not affecting the formation of acetate and formate, indicating some Pta enzymes in those adapted cells may not be fully inactivated. Moreover, this dichotomy within *pta* mutants is more obvious in the K-12 progeny than in the B derivatives.

In case of adapted mutants via *pflB* gene mutations, all *pflB* mutants could not produce formate, one of reaction products of the PflB enzyme, and exhibited reduced acetate formation (Table 3) as observed for Δ*adhE* Δ*pflB* cells (Table 2), arguing for the inactivation of PflB enzymes in those adapted mutants. It is not clear why compensatory *pflB* gene mutations occurred frequently in K-12 Δ*adhE* strains but rarely in B Δ*adhE* strains. As shown in Figure 6, the growth of the Δ*adhE pflB*^(G1931A)^ mutants was poorer than that of the Δ*adhE pta*^(A1967C)^ mutants in the BL21 (DE3) background, which might explain why we detected fewer *pflB* mutations among the total range of compensatory mutations.

The second question is why did these strains adapt differently in stress conditions?

As mentioned above, we tested whether adaptation could be accelerated by mutator gene knockouts (Δ*mutL*, Δ*mutS*, and Δ*mutT*). It is reported that *mutT* mutations enhance the point mutation rate by 150-fold (Wielgoss et al., 2013); however, these mutations could not shorten the delayed lag phase of the B strains compared to the growth of K-12 strains (Figure 8). These results demonstrate that the mutation rate is not the main explanation for the delayed adaptation of B strains compared with K-12 strains under anaerobic conditions.

The redox cofactor balance [NAD^+^/NADH] in the K-12 Δ*adhE* strains was affected slightly under anaerobic conditions, whereas that of the B Δ*adhE* cells was affected markedly (Figure 10). The recovery of the redox balance [NAD^+^/NADH] in adapted K-12 Δ*adhE* cells was even higher than that in the parental K-12 Δ*adhE* cells (Figure 10C). This indicates that alternative redox balance metabolic pathways might be available in K-12 Δ*adhE* cells. Figure 10 shows that the redox balance was significantly associated with the viability of stressed cells. Thus, it is probable that the culturable cell number of B Δ*adhE* strains is critical for the generation of adapted cells harboring compensatory mutations under severely stressful conditions, which may explain why the B Δ*adhE* strains exhibited delayed adaptive growth compared with the K-12 Δ*adhE* strains. This hypothesis was also strongly supported by the inoculum dilution experiments, which showed that the adaptation speed depended on the number of cells inoculated (Figure 11). We assume that severely stressed B Δ*adhE* cells lost their viability and could not restore cellular growth via adaptations. Under the same anaerobic conditions, K-12 cells may adapt rapidly by altering their metabolic fluxes via alternative and/or bypass reactions to restore their redox balance, because [NAD^+^/NADH] was not severely affected by the absence of AdhE (Figure 10). The present study clearly demonstrated that the requirements for short and long lag periods during microbial adaptation depended mainly on the fraction of metabolically active cells present when bacteria were exposed to adverse conditions.

## Conclusion

Our study identified an unusual short-term microbial adaptation to stressful conditions, which was accompanied by genomic mutations that have been observed frequently during other examples of molecular evolution. We found that even closely related strains possess distinct metabolic characteristics that allow them to adapt in different ways to the same environmental conditions. In biotechnological aspects, engineered bacterial strains may rapidly evolve to cope with adverse metabolic fluxes, which might have been overlooked during the development and fermentation of industrial strains. These events may occur without our knowledge in microbial experiments in the laboratory as well as microbial outbreaks in nature.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

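RNA of 4 *E. coli* strains, taken after 6 h of anaerobic culture, was measured on 1 one-colour array each: the K-12 wild type, the B wild type, K-12 Δ*adhE* and B Δ*adhE*. The labels name 1 replicate per strain, and the K-12 mutant is labelled with a name that Table 1 does not list.

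The authors deposited the scanner output of each array, with intensity per spot as Agilent Feature Extraction wrote it, and a table of scaled values. The submitters' processing notes name Feature Extraction 9.3.2.1, and the scanner output names 11.0.1.1. Set against the scanner intensity, the deposited table holds a linear ratio: the processed signal, floored at 5, divided by 1 constant per array (280 for the K-12 wild type, 248 for K-12 Δ*adhE*, 272 for the B wild type and 262 for B Δ*adhE*). The origin of these constants stays unknown, and the genes were not centred. The medians of its columns were 0.248, 0.210, 0.209 and 0.181 in the same order.

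From the deposited intensities, control spots were left out (4250 of 15744), spots marked as outliers were left out (26, 19, 24 and 8 on the K-12 wild type, K-12 Δ*adhE*, B wild type and B Δ*adhE* arrays), the remaining spots of a probe were averaged on the log2 scale, and the 11 of 10691 probes with no usable spot on some array were dropped. The processed signal was scaled by the 75th percentile of each array. A probe counted as well above background where most of its spots carried that mark. Of the 4205 K-12 genes, 4049 were matched by locus tag to gene names of assembly ASM584v2, which was used for names only, and the other 156 kept their locus tag. Since 4182 genes have 1 probe, the rule for several probes (the mean) affects few genes; over genes with more probes the median SD of the log2 difference was 0.31 in K-12 (19 genes) and 0.17 in B (15 genes). Where a gene was well above background on only 1 of the arrays compared, the fold is a lower bound, the bright signal against the higher of the dim signal and the lowest signal well above background on the dim array.

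Mutant and wild type were compared within each strain without a test, with counts of genes at least 2-fold higher or lower. The effect of the *adhE* genotype over both strains was fitted with limma 3.58.1 in R 4.3.3, with the strain as a block. This leaves 1 residual degree of freedom per gene and takes the strains as the replicates. The fit took 4157 genes with a probe well above background on at least 1 array. Signals of these probes that were not well above background on other arrays also entered. The p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. On simulated data for 4157 genes, this fit recovered 13.2% of genes with a log2 change of 2, 88.6% with 4 and 98.6% with 6. Of its calls there 7.6% were false, more than the threshold of 0.05 allows. The simulated errors were independent between genes, with a spread drawn from the fit itself. The simulation therefore does not test these assumptions. Of 26 gene lists, 24 were ranked by the percentile of their median log2 difference among 10000 random lists of the same size, matched on 10 classes of mean signal. On simulated data 7.0% of 200 unchanged lists fell outside the central 95% of random lists. The simulated genes varied independently, so this rate does not cover lists whose members move together, such as genes of 1 operon. The percentiles of the lists describe the arrays and are not p-values.

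The named genes are the 10 largest increases and decreases per strain, the 5 largest differences between the responses in each direction, the 5 smallest p-values in each direction of the fit, up to 4 members of each list and every gene that the paper names. Design, lists, this rule and all alternatives except 1 were set before the data were examined. The exception is normexp background correction (offset 50), planned on the mean spot signal and run on the median spot signal, since the scanner output was found to hold the latter. Other alternatives were quantile normalization, other scalings, the deposited table, other filters on dim probes, other summaries over probes, a 4-fold threshold, and, for the fit, no strain block, each array left out, and a trended robust prior. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The number of arrays limits the precision: no strain has an error between cultures of its own, and the error of the fit rests on 1 residual degree of freedom per gene.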

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

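All tests of explanations in this part were chosen after the results were seen.

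The paper's text reports no expression data, so the signals here lie outside what it analysed. In limma's fit over both strains, 6 genes were higher and 20 lower in the mutants at an adjusted p under 0.05, and these calls depend on the scaling. No gene passed with the 75th percentile over probes well above background on all arrays (smallest adjusted p 0.0515), with the median of all probes (0.111) or without the strain block (0.248), where limma gave 630, 633 and 289 genes at an unadjusted p under 0.05. With quantile normalization all 26 calls were kept, and with the deposited table 17 of them. Among the 6451 probes designed on other *E. coli* genomes, 193 were well above background on both B arrays and on neither K-12 array. A similar number, 200, were so on both K-12 arrays and on neither B array.

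The strains moved in opposite directions for some genes, a difference that was not tested because each strain has 1 array per genotype. Of 3519 genes measured on all arrays, 24 were at least 2-fold higher in K-12 Δ*adhE* and at least 2-fold lower in B Δ*adhE*. The reverse held for 72. More genes moved the same way, with 333 at least 2-fold higher in both mutants and 215 at least 2-fold lower in both. With only probes well above background on all arrays, 684 of these genes were at least 2-fold higher and 645 lower in K-12 Δ*adhE*. In B Δ*adhE* 709 were higher and 456 lower. Among the genes the paper names, *pta*, for phosphotransacetylase, moved oppositely, with a log2 difference of 1.16 in K-12 and -1.10 in B. With the deposited table the K-12 value was 0.949, less than 2-fold. The signals of *pta* were 2.75 and 4.49 in the K-12 and B wild types and 3.91 and 3.39 in the mutants.

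In B Δ*adhE*, the formate hydrogenlyase, mixed acid fermentation and anaerobic respiration lists were lower and the aerobic respiratory chain was higher than in the B wild type, while fumarate, serine and threonine use lay within the central 95% of random lists (median -0.36, and 0.31 with no filter on dim probes). The median of the aerobic chain exceeded that of the formate hydrogenlyase list by 4.25 on the log2 scale. A wrong scaling factor for an array would shift both lists alike and leave this gap as it is, which argues against it as the whole cause. The lower quartile of the aerobic chain was 0.47 and the upper quartile of the formate hydrogenlyase list was -2.33. The other scalings moved the median of all genes in B by at most 0.25, which does not bound how wrong a factor could be. In K-12 these lists were 1.09 apart in the same direction. The gap in B was 3.23 with normexp on the median spot signal, chosen after seeing the data, and 4.06 after quantile normalization, which argues against signal-dependent distortion as its whole cause. RNA carried over from the aerobic seed culture stays open, since no array of a seed culture was analysed here. In K-12 Δ*adhE* the aerobic chain had a median of -0.069, but its members were split. Of 21 genes, 4 were at least 2-fold higher and 5 lower, with *cyoA* to *cyoE* at -1.49 to -2.61. An effect of the mutation that differs between the strains, or of the growth stage at 6 h, stays open and untested.

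RpoS general stress genes were lower in K-12 Δ*adhE* (list median -2.80) than in the wild type, while their median in B was -0.27, with 4 of 17 at least 2-fold lower there too. Probes that bind RNA of B poorly would lower both B arrays, but over the 17 genes the median of B minus K-12 was -0.45 between the mutants (quartiles -1.20 and 0.22). A wrong scaling factor would shift all genes of an array alike. The difference of the responses had a median of 2.50, above all 10000 random lists, and a lower quartile of 0.46, which argues against such a factor as the whole cause. The other scalings moved the median of all genes by at most 0.25, which does not bound how wrong a factor could be. The difference lay in the wild types, with a median of -2.79 for B minus K-12. Wild-type cultures sampled at different growth stages cannot be told apart from a strain difference at 1 time point.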

How the results depend on the processing

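No named gene at least 2-fold changed, and no list outside the central 95% of random lists, changed sign under any alternative that was run, where genes were compared between mutant and wild type within a strain. Scaling sets the balance of higher and lower genes. In B, 61.0% of the genes at least 2-fold changed were higher in the mutant, against 44.1% with the 75th percentile over probes well above background on all arrays and 45.9% with the deposited table. In K-12 the share was 52.0%, and 39.7% with the deposited table. For the difference of the responses it was 54.2%, and 41.0% with the former scaling. These scalings moved the median of all genes in B by -0.25 and -0.22, and the deposited table moved that in K-12 by -0.21. Between the strains, the share higher in B was 50.7% in the wild types, 40.0% with the deposited table and 40.5% with no filter on dim probes, and 55.4% in the mutants, 40.9% with the former scaling, 42.8% with the deposited table and 45.3% with no filter. At 4-fold, 188 genes were higher and 283 lower in K-12 Δ*adhE*, 183 and 170 in B Δ*adhE*, and 267 and 153 in the difference of the responses. Without a filter on dim probes, 1050 genes were lower in B between the wild types and 950 between the mutants, since genes not well above background in B then count. The cause of the other changes was not tested.

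The calls of the limma fit depend on the setting. It called 6 genes higher and 20 lower (663 at an unadjusted p under 0.05), 8 and 27 with quantile normalization, 7 and 27 with no filter on dim probes, 9 and 24 with a trended robust prior, 3 and 14 with the deposited table, and 3 and 11 with only probes well above background on all arrays. It called 0 higher and 0 lower with normexp on the median spot signal (chosen after seeing the data; 655 unadjusted), the 75th percentile over probes well above background on all arrays (630; smallest adjusted p 0.0515), the median of all probes (633), with no replicate block (289) and without each array in turn and no replicate block (154 to 215), where the lone array of a genotype is assumed to vary like the other genotype. The difference in *adhE* was -8.24 in K-12 and -10.89 in B with normexp, and -10.32 and -14.90 with the deposited table. Both B values rest on a mutant signal not well above background. In the deposited table that signal lay at the floor of 5, so the floor sets the value of -14.90. Normexp on the mean spot signal and the limit to probes matching both genomes were not run, the latter because probe sequences were not used here. Depth limits genes near background: 48 genes were well above background on no array.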

Other observations

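Both Δ*adhE* strains had lower acid resistance genes and higher ribosomal protein genes than their wild types. The paper describes slower glucose use by both mutants than by their wild types. It also gives both mutants a lag longer than 6 h, and a much longer one for B Δ*adhE* than for K-12 Δ*adhE*. No difference between mutant and wild type given here separates growth stage from genotype. Of 3967 genes measured in K-12, 766 were at least 2-fold higher and 707 lower in the mutant, and of 3578 in B, 717 were higher and 458 lower; with the deposited table these were 583 and 885 in K-12 and 524 and 618 in B. Across 3519 genes, which are not independent replicates, the responses had a Pearson r of 0.50 and a Spearman rho of 0.44; 333 genes were at least 2-fold higher in both and 215 lower in both. Ribosomal protein genes had a median log2 difference of 1.38 in K-12 and 1.21 in B, above all 10000 random lists in each, with 40 and 36 of 52 at least 2-fold higher and 0 lower. After quantile normalization these counts were 17 and 24, and 11 random lists reached the K-12 median of 0.86; with the 75th percentile over probes well above background on all arrays the count in B was 25, and with the deposited table the counts were 34 and 26. Acid resistance genes had medians of -3.62 and -2.94, with 13 of 16 in K-12 and 13 of 14 in B at least 2-fold lower. Among them, the glutamate decarboxylase genes *gadA* and *gadB* differed by -6.58 and -6.97 in K-12 and by -2.03 and -2.58 in B, and the arginine decarboxylase gene *adiA* by -4.53 and -9.01. Uptake hydrogenase genes had medians of -1.14 and -0.70, with 7 and 6 of 14 at least 2-fold lower, among them *hyaA* to *hyaF* at -5.035 to -6.257 in K-12 and -7.235 to -7.779 in B; the other 8 genes of the list were within 2-fold in B. *metE*, for methionine synthase, differed by -7.83 in K-12 and -7.99 in B (limma adjusted p = 0.033 over both strains), and *metF* by -4.76 and -5.88. The largest increases shared by the strains were in *nfeF*, at 7.50 and 6.53, its neighbour *nfeR*, at 7.12 and 5.98, and *cspG*, of the cold shock protein family, at 5.50 and 7.14, each at a limma adjusted p under 0.05. *gmd*, of colanic acid synthesis, was at 4.84 in K-12 and at least 2.611-fold higher in B. With the median of all probes as the scaling, no gene passed this threshold in limma, with 633 at an unadjusted p under 0.05.

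In K-12 Δ*adhE* alone of the mutants, heat shock genes had a median above the central 95% of random lists, 1.06 with 10 of 19 at least 2-fold higher, among them *dnaJ* at 2.25 and *groL* at 1.80; in B the list was at -0.06, with *groL* at -1.28. Purine and pyrimidine genes were at 0.95 in K-12 and 0.20 in B. RpoS general stress genes were at least 2-fold lower for 16 of 17 in K-12 and 4 of 17 in B. *aidB* was at -7.38 and *poxB* at -4.60 in K-12, against -0.27 and 0.02 in B, while *cfa* (-4.19 and -3.98), *wrbA* (-3.98 and -4.56), *osmE* (-2.93 and -2.92) and *dps* (-2.92 and -2.21) were lower in both. Citrate cycle genes were at -1.04 in K-12 and 0.76 in B, with *sdhA* at -1.18 and 2.31; in B the list moved above the central 95% after quantile normalization (percentile 97.92). Genes for other sugars were at -0.51 and 0.26, with *mglB*, for galactose binding, at -4.43 and 2.41. Other alcohol and aldehyde dehydrogenases were at -1.04 and 0.36, with *aldB* at -3.07 and 0.74. Oxidative stress genes were at -0.60 and -0.18, with *sufD* at -4.50 and -0.18; the place of this list in K-12 below the central 95% was lost under 3 alternatives. Among random lists, the difference of the responses lay outside the central 95% for every list of this paragraph except oxidative stress (percentile 95.18, and 99.58 with no filter on dim probes), and for purine and pyrimidine genes it came inside with normexp on the median spot signal (2.55), which was chosen after seeing the data; no p-value can be given for these differences.

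In B Δ*adhE*, 15 of 15 measured formate hydrogenlyase and maturation genes were at least 2-fold lower (median -3.00, and -3.06 with 3 further genes at their bound; 12 of 15 and a median of -2.03 with normexp on the median spot signal), against 9 of 18 in K-12 (median -1.16). In K-12 the formate hydrogenlyase list also lay below the central 95% of random lists (percentile 0.02). Its members differed: *hycF* was at -3.12 in K-12 and -2.47 in B, and *hypB* at -0.67 and -3.40. Mixed acid fermentation genes were at -1.03 in B and -0.44 in K-12 (-0.96 and -0.36 with 1 further gene at its bound in each). *grcA*, which encodes a spare part of pyruvate formate-lyase, was at -6.38 in B and -0.46 in K-12. Anaerobic respiration genes were at -0.87 (-0.34 with normexp) and -0.07, with the nitrite reductase gene *nirB* at -5.35 in B and 0.59 in K-12. Glycolysis genes were at -0.52 in B and 0.60 in K-12, with *gapA* at -1.24 and 0.62. Iron uptake genes were at -0.64 and -0.27, with *feoA* at -3.76 and 0.67. The aerobic chain was at 1.25 in B, with 15 of 21 at least 2-fold higher (10 after quantile normalization and with the 75th percentile over probes well above background on all arrays, and 11 with the deposited table), and the cytochrome *bo* oxidase gene *cyoC* was at 3.99 against -2.60 in K-12. The largest increases in B also included *abgB* at 6.77, the nitrogen regulator *glnK* at 6.19, the maltose porin *lamB* at 5.83 and *glpD*, for glycerol 3-phosphate dehydrogenase, at 5.78, against 0.49, -0.36, 0.14 and 0.04 in K-12. The difference of the responses lay outside the central 95% of random lists for every list of this paragraph, but inside after quantile normalization for the aerobic chain (percentile 96.32) and iron uptake (3.27).

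Among genes that the paper names, *ldhA*, for lactate dehydrogenase, differed by -1.06 in K-12 and -3.17 in B between mutant and wild type. Its signals were alike in the mutants, at 2.93 in K-12 Δ*adhE* and 2.95 in B Δ*adhE*. In the wild types they were 3.99 in K-12 and 6.12 in B, so the larger fall in B lay in the wild types. *pflB*, for pyruvate formate-lyase, differed by -1.18 and -3.85. Its signals were 6.35 and 7.81 in the K-12 and B wild types and 5.17 and 3.96 in the mutants. These are transcript signals of the strains at 6 h and not of the adapted isolates. The mismatch repair genes *mutS* and *mutL* were at 1.37 and 0.04 in K-12 and at 1.35 and -0.72 in B, and *mutT* was at 1.19 and 1.92. *ydbK* was at 0.00 in K-12 and 3.12 in B.

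The other lists lay within the central 95% of random lists in both strains. Their medians in K-12 and B were 0.32 and 0.38 for NAD and NADP metabolism, 0.62 and -0.15 for the SOS response, 0.13 and -0.29 for envelope stress, -0.55 and -0.30 for methylglyoxal and lactate, 0.06 and 0.39 for flagella and chemotaxis, 0.04 and 0.42 for amino acid biosynthesis and 0.37 and -0.36 for fumarate, serine and threonine use. Of 50 flagella and chemotaxis genes, 41 were measured in K-12 and 30 in B, so their medians rest on different sets of genes. The paper cites earlier work in which B lacks flagella. Phosphate starvation genes were at 0.28 and 0.18, but at -0.34 in K-12 with 3 further genes at their bound. The medians of the K-12 response that changed sign under some alternative were those of the aerobic chain, amino acid biosynthesis, anaerobic respiration, envelope stress, flagella and phosphate starvation, and in B those of fumarate use, phosphate starvation and purine and pyrimidine biosynthesis. Between the wild types, 706 of 3742 genes were at least 2-fold higher and 687 lower in B, and 309 probes of K-12 genes were well above background on both K-12 arrays and on neither B array.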
